A study of Homo sapiens with 7 samples.

How the data were processed

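Poly-A selected RNA from human induced pluripotent stem cell cardiomyocytes of the WTC-11 line was sequenced. WTC-11 is an established stem cell line. The cells were matured for 35 days after differentiation and then given for 96 h, at 2 uM, an antisense oligonucleotide (ASO), a short synthetic nucleic acid that pairs with a chosen RNA, applied passively per the labels' protocols. The labels put 3 libraries in the scrambled ASO group and 4 in the MYH7B ASO group.

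The deposited expression table holds TPM, an abundance relative to all transcripts of a library, for 60234 genes in 7 columns, named by the description labels of the libraries. Per the labels and the file headers, no aligner, quantifier, genome build or annotation release is stated. The authors' deposited comparison table holds 25374 genes with a mean normalized count (a signal over all libraries of the comparison, with a lowest value of 1.01), a log2 fold change with its standard error, a test score, a p-value and an adjusted p-value. Its name says that the log2 fold changes were shrunken by the authors. An adjusted p-value is given for 15527 of its genes. No per-sample column of either table was left unused.

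TPM keeps no record of sequencing depth, because each of the 7 deposited columns sums to 1000000 TPM. The depth of each library is therefore unknown, and no counting interval is given. The mean normalized counts in the authors' deposited table sum to 2.76567e+07. Replicate spread is the measure of error throughout, as the SD of 3 or 4 libraries or the standard error from limma.

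The column of MYH7B ASO replicate 1 was deposited with values in its first 58721 positions and nothing in the last 1513. In that order its log2(TPM + 1) values had a median Pearson correlation of 0.408 with the other 6 libraries, across genes. GENCODE release 29 lists 58721 genes on the reference chromosomes, the same number as the filled positions. With those gene identifiers sorted and assigned to the values in turn, the median correlation was 0.955, and a shift of that order by 1 position gave 0.416. The other 6 libraries had correlations with each other from 0.959 to 0.979. The reordered column was used, which placed 99.6% of its TPM in genes of the deposited table. Comparisons were made over the 58072 genes with a value in all 7 libraries. The order implies that replicate 1 was quantified against another annotation release than the other libraries, so its levels carry that difference. For this reason the main comparisons are also given over the 6 libraries without it. The reordering was decided after the data were examined, from correlations over all genes and not from any gene of interest.

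Genes with a mean of at least 1 TPM over the libraries in a fit were tested with limma 3.58.1 in R 4.3.3. The test used lmFit and eBayes with an intensity trend on log2(TPM + 1), with no covariate, and Benjamini-Hochberg adjustment across genes. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low values. Genes with an adjusted p under 0.05 are referred to as called. The test was chosen from the announced TPM unit, with a count test reserved for count data, and no count test was run. MYH7B and the MYH7 to MYH6 ratio were also compared with 2-sided exact permutation tests over the 35 splits of 7 libraries into 3 and 4, where the smallest possible p is 0.0286. Comparisons of 3 libraries with 3 cannot go below 0.1 and were given no exact p. The 10 gene lists were tested with camera from limma at an inter-gene correlation of 0.01, adjusted over the 10 lists. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used for the tables and plots.

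The groups, the tests, the gene lists and the rule for named genes were fixed before the data were examined. The rule named MYH7B, MYH6, MYH7, TEAD1 to TEAD4, neighbours of MYH7B that passed over the neighbours alone, and called members of a fixed list. It also named the 5 higher and 5 lower called genes with the largest changes among those whose groups did not overlap. A result that this rule would name is not reported here. Neighbours were the 5 nearest annotated genes on each side that did not overlap MYH7B. Gene positions are those of GENCODE 29 on GRCh38, the annotation used here, and may differ from the build behind the deposited values.

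Both groups carry the replicate numbers 1, 2 and 3 in the sample titles, which gave the pairing for a fit with the replicate number as a block. The description labels number the same libraries otherwise, with 1, 3 and 4 shared by both groups, and gave a second pairing. No label says that same-numbered libraries came from the same differentiation. A block fits a level for each replicate number. This leaves fewer residual degrees of freedom, the information from which replicate spread is estimated. Calls can therefore be lost under a block even where the fold changes stay. The alternatives tried were other pseudocounts (0.1 and 5), other filters on low values, rescaling between libraries by median ratios or by quantiles, removal of mitochondrially encoded genes, other variance settings in limma, sample weights, both replicate blocks, and leaving out each library in turn. The deposited row order, a restriction to protein-coding nuclear genes, and the 6 libraries combined with the block or with rescaling were added after the data were examined.

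The fitting code was tested on simulated values of 15361 genes, of which 200 were given known changes. It called 158 of the 200 changed genes, and 5.39% of its calls were unchanged genes. The 1 shifted gene list was found, and none of the 9 unshifted lists passed. The simulated genes varied independently of each other, and the known changes were large and set only in genes above a minimum level. The simulation therefore checks the code but cannot show how often camera passes unshifted lists when genes vary together.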

Results

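Gene expression was measured by poly-A RNA sequencing in 7 libraries of cardiomyocytes grown from WTC-11 stem cells. A scrambled ASO had been given to 3 cultures and an ASO against MYH7B to 4. The design addressed whether the MYH7B transcript, described in the study title as a long noncoding RNA, has a regulatory role in heart muscle cells, including control of the cardiac myosins MYH6 and MYH7. Between 14877 and 16207 genes per library reached 1 TPM. Mitochondrially encoded genes took 27.4% to 33.6% of TPM in 6 libraries and 17.2% in MYH7B ASO replicate 1. The column of that library follows the gene order of another annotation release and was reordered, so the main comparisons are given with all 7 libraries and with the 6 others.

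MYH7B (ENSG00000078814.16), the ASO target, spans positions 34975403 to 35002437 of chromosome 20 in the GENCODE 29 annotation on GRCh38. Its level was 23.0, 36.5 and 25.1 TPM in scrambled ASO replicates 1 to 3. It was 1.29, 9.30, 5.65 and 6.31 TPM in MYH7B ASO replicates 1 to 4, below every scrambled ASO library. The mean fell from 28.2 ± 7.25 TPM (SD, n = 3) to 5.64 ± 3.30 TPM (SD, n = 4). The mean log2(TPM + 1) differed by -2.30 (exact permutation test, p = 0.0286, the smallest possible). In limma the same change had a standard error of 0.45 and an adjusted p of 0.0525, just above the threshold. It passed with a minimum mean of 5 TPM (limma adjusted p = 0.0326) and over protein-coding nuclear genes (0.0394). It did not pass with a pseudocount of 0.1 (0.0870), median-ratio rescaling (0.0631) or mitochondrially encoded genes removed (0.0758). Without replicate 1 the mean was 7.09 ± 1.94 TPM (SD, n = 3), the log2 fold change was -1.85 and the limma adjusted p was 0.0107. When any other single library was left out, MYH7B did not pass (limma adjusted p from 0.0575 to 0.197). With replicate 1 in its deposited row order the difference was -1.003, the largest move under any alternative. With the replicate block by title number the mean of the differences in 3 pairs was -2.41, to which the unpaired MYH7B ASO replicate 4 adds nothing, and same-numbered libraries had deviations from their group means with an average correlation of 0.06. In the authors' deposited table MYH7B had a log2 fold change of -1.58 and an adjusted p-value of 1.16e-13. The end of MYH7B overlaps TRPC4AP, and MIR499A and MIR499B lie within it, so reads in those stretches cannot be assigned with certainty.

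The next comparison asked whether the balance of the main cardiac myosin heavy chains moved. MYH6 and MYH7 lie next to each other on chromosome 14, at positions 23381990 to 23408277 and 23412738 to 23435718. They are close paralogs, and the division of shared reads between them depends on a counting method that is not stated. MYH7 had 962 ± 371 TPM (SD, n = 3) with the scrambled ASO and 320 ± 196 TPM (SD, n = 4) with the MYH7B ASO. Its log2 fold change was -1.75 with a standard error of 0.53 and did not pass across all genes (limma adjusted p = 0.195). Without replicate 1 it was -1.27 (limma adjusted p = 0.147), and the authors' deposited table gave -0.67 with an adjusted p-value of 0.0730. MYH6 had 1169 ± 335 TPM (SD, n = 3) and 1195 ± 229 TPM (SD, n = 4), a log2 fold change of 0.05 that lay within the replicate spread (limma adjusted p = 0.939). The log2 ratio of MYH7 to MYH6 was 0.34, -0.44 and -0.90 in the scrambled ASO libraries. It was -3.28, -1.20, -2.03 and -2.03 in MYH7B ASO replicates 1 to 4, so the groups did not overlap. Its mean moved from -0.33 ± 0.63 (SD, n = 3) to -2.14 ± 0.86 (SD, n = 4), a difference of -1.80 (exact permutation test, p = 0.0571). The linear ratio was 0.846 ± 0.376 (SD, n = 3) and 0.257 ± 0.136 (SD, n = 4), with an exact permutation p of 0.0286. The log2 ratio was the measure fixed for the test, so the result depended on the scale. Without replicate 1 the log2 difference was -1.42. With the replicate block by title number it was -1.84 over the 3 pairs, and -0.95 over the 2 pairs left without replicate 1, at the average same-number correlation of 0.06.

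TEAD transcription factors were part of the study's known question. TEAD3 (chromosome 6, positions 35473597 to 35497076) fell from 35.3 ± 1.68 TPM (SD, n = 3) to 10.4 ± 2.09 TPM (SD, n = 4). Its log2 fold change was -1.69 with a standard error of 0.18 (limma adjusted p = 0.00495 over all genes and 2.5e-05 over the 4 TEAD genes). Without replicate 1 the change was -1.80 (limma adjusted p = 0.00204), and the authors' deposited table gave -1.68 with an adjusted p-value of 3.7e-29. TEAD1 (chromosome 11, positions 12674591 to 12944483) fell from 41.8 ± 2.26 TPM (SD, n = 3) to 25.1 ± 1.83 TPM (SD, n = 4), a log2 fold change of -0.72. Its limma adjusted p was 0.0657 over all genes and 0.00184 over the TEAD genes. Over all genes it was 0.0316 without replicate 1, and from 0.147 to 0.235 when any other single library was left out. The authors' deposited table gave TEAD1 a log2 fold change of -0.67 with an adjusted p-value of 5.4e-05. TEAD2 rose by 0.51 on the log2 scale, with a limma adjusted p of 0.330 over all genes and 0.0482 over the TEAD genes. Without replicate 1 the latter was 0.0751. TEAD4 differed by 0.27, within the replicate spread (limma adjusted p = 0.608). With the replicate block by title number TEAD3 kept a log2 fold change of -1.61 but had a limma adjusted p of 0.158. None of the 4 genes was then called, at an average same-number correlation of 0.06 and with fewer residual degrees of freedom.

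**Figure D1:**
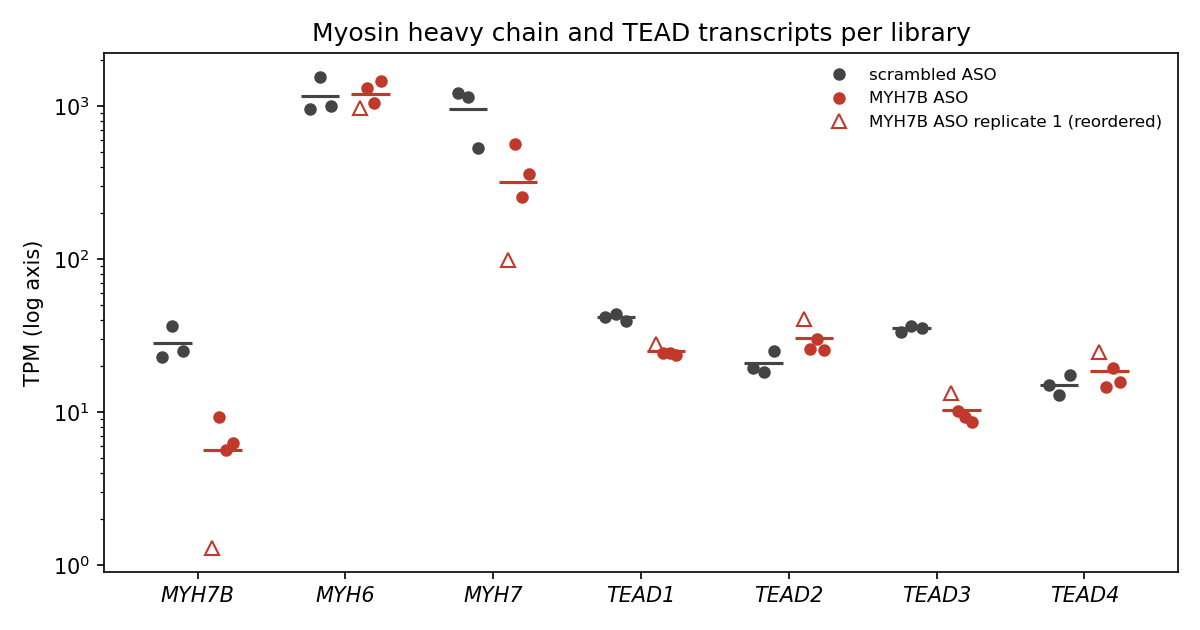
TPM on a log axis for the myosin heavy chain and TEAD genes, with a point per library, a bar at each group mean and an open triangle for the reordered MYH7B ASO replicate 1. MYH7B, TEAD1 and TEAD3 were lower in all 4 MYH7B ASO libraries than in the 3 scrambled ASO libraries, while the groups overlapped for MYH6 and MYH7.

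Across the transcriptome, 170 of 15822 tested genes were called, 17 higher and 153 lower with the MYH7B ASO (limma adjusted p under 0.05). At an unadjusted p under 0.05 there were 2131 genes. Without replicate 1, 267 of 15852 genes were called, 30 higher and 237 lower, and 168 genes were called in both fits. The groups did not overlap for any of the 170 called genes. These genes were selected on the same group difference, so this is not separate evidence. Among all tested genes the groups did not overlap for 14.9%, against 5.71% expected by chance for 3 against 4 libraries. The latter is an average over all splits. Genes vary together within libraries and the share was not counted in the other splits, so no error can be given for this excess. With the replicate number as a block, by title or by description, no gene was called, with 1773 and 1434 genes at an unadjusted p under 0.05. The block leaves fewer residual degrees of freedom, so this absence of calls is not by itself evidence against the changes. Same-numbered libraries had an average correlation of deviations of 0.06 by title and -0.03 by description, against -0.02 and 0.01 for other pairs. Among the alternatives that called any gene, the count ran from 37, without scrambled ASO replicate 1, to 380 with sample weights.

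The called gene with the largest rise was S100A8 (chromosome 1, 153390032 to 153391188), from 1.08 ± 1.67 TPM (SD, n = 3) to 21.5 ± 14.4 TPM (SD, n = 4). Its log2 fold change was 3.48 with a standard error of 0.60 (limma adjusted p = 0.0317). S100A8 was also called higher in the authors' deposited table, with a shrunken log2 fold change of 0.73 and an adjusted p-value of 2.9e-04. The limma call is uncertain, since S100A8 was listed at 0 in scrambled ASO replicate 1. It was lost with a pseudocount of 0.1 (limma adjusted p = 0.0575), and without scrambled ASO replicate 1 or 3 or MYH7B ASO replicate 2 or 3 (limma adjusted p from 0.0721 to 0.148). SP6 (chromosome 17, 47844908 to 47855874) rose from 3.36 ± 0.67 to 17.7 ± 4.86 TPM, and METTL7B (chromosome 12, 55681546 to 55684611) from 5.65 ± 0.47 to 27.3 ± 5.60 TPM. FGF7 (chromosome 15, 49423096 to 49488775) rose from 4.98 ± 1.84 to 21.02 ± 2.99 TPM, and F10 (chromosome 13, 113122814 to 113149529) from 4.87 ± 1.68 to 20.8 ± 3.08 TPM. These 4 genes had log2 fold changes of 2.07, 2.07, 1.92 and 1.92.

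Among the genes with the largest falls, FHOD3 (chromosome 18, 36297714 to 36780055) went from 39.3 ± 4.27 TPM (SD, n = 3) to 4.36 ± 1.88 TPM (SD, n = 4). Its log2 fold change was -2.97 with a standard error of 0.27 (limma adjusted p = 0.00318). ECHDC2 (chromosome 1, 52895910 to 52927212) fell from 37.7 ± 7.34 to 4.38 ± 1.09 TPM, a log2 fold change of -2.85. KCNIP4 (chromosome 4, 20728616 to 21948799) fell from 13.8 ± 3.58 to 0.83 ± 0.62 TPM, a log2 fold change of -3.04. RNU2-2P and SCAANT1 also belong to this group but are uncertain. RNU2-2P is a 191 bp small nuclear RNA gene with near-identical copies, listed at 0 TPM in MYH7B ASO replicates 2 and 3. SCAANT1 is a 255 bp noncoding gene with 12.7, 8.29 and 3.74 TPM in the scrambled ASO libraries, and was listed at 0 in all 4 MYH7B ASO libraries.

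**Figure D2:**
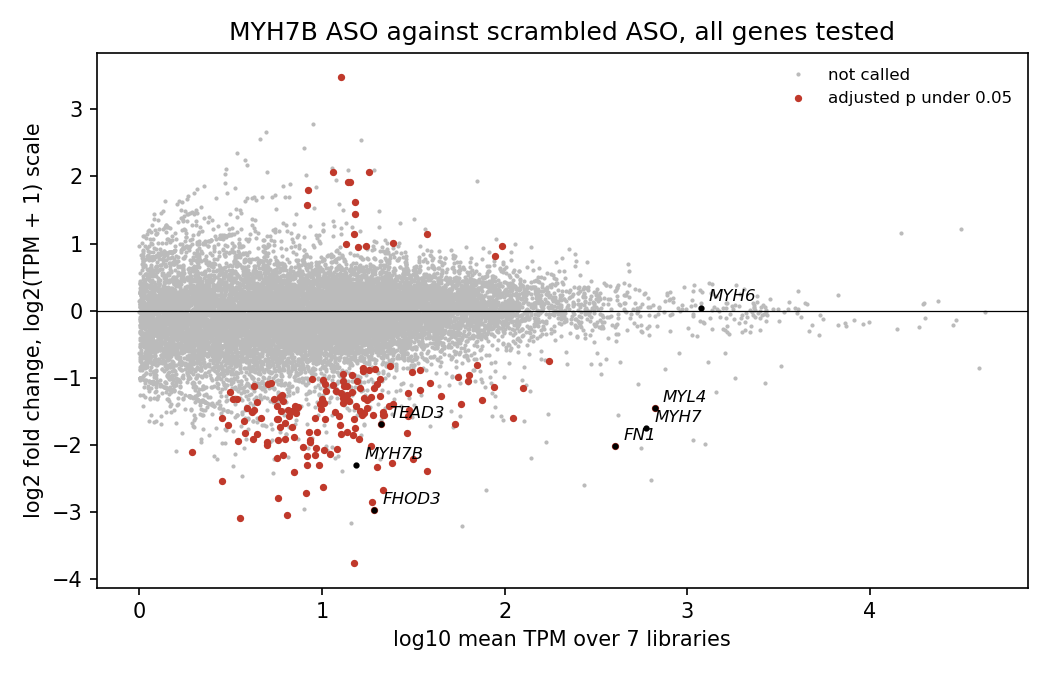
The log2 fold change on the log2(TPM + 1) scale against log10 mean TPM over 7 libraries, with a point per tested gene and the 170 called genes in red. Called genes lie mostly below the zero line, 153 lower against 17 higher, and MYH7B and MYH7 are labelled although neither was called over all genes.

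The authors' deposited table held 1353 genes with an adjusted p-value under 0.05, of which 469 were higher and 884 lower. Of the 170 genes called by limma on 7 libraries, 166 were also called in the authors' deposited table, all 166 in the same direction. Over the 6 libraries, 251 of 265 limma calls present in both were also called there, again all in the same direction. Across genes with a mean normalized count of at least 200, the authors' fold changes had a Spearman correlation of 0.899 with those from 7 libraries and 0.995 with those from the 6 libraries. These correlations are across genes, which are not independent replicates. The authors' table describes the same experiment, so the shared calls and directions are not separate evidence.

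Genes flanking the target were compared to ask whether the locus changed as a whole. Of the 10 neighbours of MYH7B, 6 were expressed highly enough to test, and none was called over all genes. Their log2 fold changes ranged from -0.79 to 0.34, and 2 had an unadjusted p under 0.05. ACSS2 (chromosome 20, 34872146 to 34927962) changed by -0.79 with a standard error of 0.23 and a limma adjusted p of 0.0403 over the 6 neighbours and 0.171 over all genes. Without replicate 1 its adjusted p over the neighbours was 0.0715, and with the replicate block by title number, at the same-number correlation of 0.06, no neighbour passed. Under that block without replicate 1, which leaves 2 pairs, 1 neighbour passed. As many neighbours passed in 4 of the 35 splits of the libraries, the real split included.

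Of the 10 gene lists, 4 passed in camera, with shifts given as the list median of log2 fold changes minus the median of all tested genes. Sarcomere genes shifted by -0.36, with 25 of 28 genes lower (camera in limma, adjusted p = 2.4e-06). Calcium handling genes shifted by -0.53, with 13 of 18 lower (camera in limma, adjusted p = 0.00571). Fibroblast and matrix genes shifted by -0.59, with 18 of 24 lower (camera in limma, adjusted p = 0.00571). Interferon response genes shifted by 0.28, with 9 of 12 higher (camera in limma, adjusted p = 0.0175), although only 12 of the 28 symbols in that list were expressed highly enough to test. That list did not pass with mitochondrially encoded genes removed (shift 0.15, camera in limma, adjusted p = 0.0563), over protein-coding nuclear genes (0.14, adjusted p = 0.0973) or without scrambled ASO replicate 2 (0.23, adjusted p = 0.0569). TEAD and YAP target genes shifted by -0.13 and did not pass (camera in limma, adjusted p = 0.334). Without replicate 1 the shifts were -0.20, -0.31, -0.90 and 0.30 for the sarcomere, calcium handling, fibroblast and interferon lists, and -0.27 for TEAD and YAP targets (camera in limma, adjusted p = 0.0217). Oxidative phosphorylation genes then shifted by 0.097 and also passed (camera in limma, adjusted p = 0.0132). With the replicate block by title number, at an average same-number correlation of 0.06, the 4 shifts were -0.49, -0.62, -0.42 and 0.31. The limma adjusted p-values of the lists under the block were 1.8e-07, 8.9e-04, 0.0197 and 0.0197. With the block by description number, at a correlation of -0.03, they were 4.6e-08, 0.00302, 0.0524 and 0.0381, so the fibroblast and matrix list no longer passed. The p53 targets, with a shift of 0.32 and an adjusted p of 0.0814 without a block, passed under both (limma adjusted p = 0.0197 by title and 0.0169 by description). Without replicate 1 the p53 shift was 0.17 and did not pass (camera in limma, adjusted p = 0.450), nor did it with the title block added (adjusted p = 0.380). Without scrambled ASO replicate 2 it was 0.15 (camera in limma, adjusted p = 0.402). The camera test passed at least 4 lists in 16 of the 35 splits of the libraries, so the number of lists did not set the real grouping apart. With fry, a limma test that makes no comparison with other genes, no list passed and the lowest adjusted p was 0.164.

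**Figure D3:**
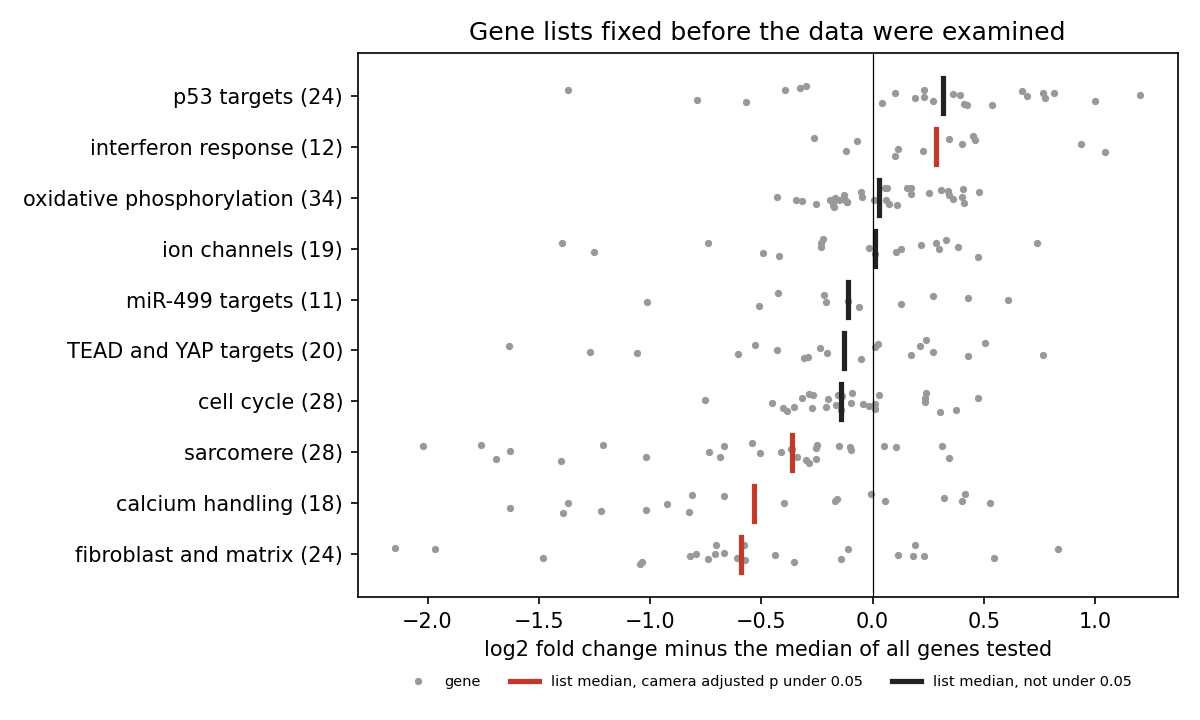
The log2 fold change of each gene minus the median of all tested genes, by gene list, with the number of genes tested in parentheses, a point per gene and a bar at each list median. The 4 red bars mark lists that passed in camera, from -0.59 for fibroblast and matrix genes to 0.28 for interferon response genes.

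The members of the lists named here were called over all genes, each lower with the MYH7B ASO. Among sarcomere genes, MYL2 fell from 18.8 ± 2.62 TPM (SD, n = 3) to 3.85 ± 1.59 TPM (SD, n = 4), MYOM2 from 49.3 ± 4.997 to 13.8 ± 5.13 TPM and MYL4 from 1043 ± 197 to 377 ± 34.0 TPM. The log2 fold changes of these 3 genes were -2.08, -1.82 and -1.45. Among fibroblast and matrix genes, FN1 changed by -2.02 and COL6A3 by -2.20 on the log2 scale. CACNA1C in the calcium handling list and RRM2B among p53 targets each changed by -1.42. ANKRD1 and ASAP1, listed as TEAD and YAP targets, changed by -1.69 and -1.33. These genes were also all lower in the authors' deposited table, with adjusted p-values under 0.05, and were called without MYH7B ASO replicate 1. Both results come from the same experiment in which the genes were selected, so neither is separate evidence. Of the 7 fits that each left out a library, MYL4 was called in all. The call was lost in 2 of them for MYL2, 3 for COL6A3, 4 for MYOM2, 6 for FN1, and 5 each for CACNA1C, RRM2B, ANKRD1 and ASAP1. CACNA1C was also not called with mitochondrially encoded genes removed.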

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

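Of the tests in this part, the check of MYH7B for a mislabelled library was chosen only after the results were seen. In the MYH7B ASO group of 4 libraries, 35 measures were examined for a library far from the others, and 4 had such a library. Chance gives about 1 in 20 for a single measure, but the 35 measures come from the same 4 libraries and are not independent. Of the 4 flagged, 3 fell in MYH7B ASO replicate 1.

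Mitochondrially encoded genes took 17.2% of TPM in MYH7B ASO replicate 1, against 31.2% to 33.6% in the other 3 libraries of its group. The same library had 27.8 TPM of TEAD1, against 23.8 to 24.4 TPM in the others. It had 20.5 TPM of COL6A3, against 9.11 to 9.63 TPM in the others. Its TEAD1 and COL6A3 levels still lay below every scrambled ASO library. The row order implies that this library was quantified against another annotation release, and a different set of gene models could shift its values. Over 3227 protein-coding genes whose versioned identifiers are the same in both annotations, its median correlation with the other 3 libraries was 0.919, below the lowest correlation of 0.967 among those 3. Changed gene models alone therefore did not account for its distance. A different quantification method, or different handling of mitochondrial and repeated RNA, was not tested. RN7SL1 and RN7SL2, noncoding RNA genes examined after their values were seen, took 14.3% of its TPM against 0.90% to 6.17% in the other 6 libraries. Their share was among the measures examined for a library far from the others and was not flagged. The mitochondrial tRNA genes of MYH7B ASO replicate 1 were listed at 0. A swapped label is unlikely, since MYH7B was 1.29 TPM in this library against 23.0 TPM in the lowest scrambled ASO library. The labels give no group that sets this library apart, so no biological explanation was tested. Its differences cannot be told apart from an effect of separate processing, which the row order implies.

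CACNA1C had 11.9 TPM in MYH7B ASO replicate 2, against 7.05 to 7.74 TPM in the other 3 libraries of its group. All 4 values were below the lowest scrambled ASO library, at 17.8 TPM. No technical or biological explanation was tested for this single value. At 1 in 20 for each measure, chance could give such a value among 35 measures, which are not independent.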

How the results depend on the processing

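MYH7B, MYH7, TEAD1 and TEAD3 were lower in the alternatives for which single genes were recomputed, which leave out the pseudocount of 5 (except for MYH7B), the filter removal, quantile normalization, the other variance settings and sample weights. The deposited row order moved the MYH7B difference furthest. With MYH7B ASO replicate 1 in that order, the MYH7B difference was -1.003 and lost significance in the exact test. No gene was called (0 higher and 0 lower, 375 at an unadjusted p under 0.05), 0 TEAD genes and 0 neighbours passed, and 7 gene lists passed. Log2 fold changes reversed for MYH6 (-2.43), TEAD2 (-0.81) and TEAD4 (-0.48), and list shifts for p53 targets (-0.43), ion channels (-0.094) and oxidative phosphorylation (-1.04). A column out of register shows the cause of these moves, since its correlation with the others rose from 0.408 to 0.955 on reordering. The MYH7 to MYH6 ratio has no value in that order, because MYH6 is then listed at 0 for replicate 1.

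With the replicate block by title number, 0 genes were called (0 higher, 0 lower, 1773 at an unadjusted p under 0.05), and 0 TEAD genes and 0 neighbours passed. MYH6 moved to -0.055, ion channels to -0.015 and TEAD and YAP targets to 0.037. With the replicate block by description number, 0 genes were called (0 higher, 0 lower, 1434 unadjusted), and 0 TEAD genes and 0 neighbours passed. MYH6 moved to -0.0022, ion channels to -0.047, oxidative phosphorylation to -0.017 and TEAD and YAP targets to 0.076. Over the 6 libraries with the replicate block by title number, 0 genes were called (0 higher, 0 lower, 1701 unadjusted), and 0 TEAD genes and 1 neighbour passed, while MYH6 moved to -0.090, ion channels to -0.060 and miR-499 targets to 0.0058. Same-numbered libraries had an average correlation of 0.06 by title and -0.03 by description, so the numbers gave little sign of pairing. Leaving out the library without a partner but fitting no block, which gives the same TEAD3 change, kept 74 calls for the title numbers (without MYH7B ASO replicate 4) and 82 for the description numbers (without MYH7B ASO replicate 2). The loss of the remaining calls thus came with the block itself and not with the unpaired library. Since the block also leaves fewer residual degrees of freedom, the loss cannot tell an effect of pairing from lower power.

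Across the 7 fits that each left out a library, the number of called genes ran from 37 to 267, with 4 to 30 higher and 32 to 237 lower. TEAD genes passing ran from 1 to 2 and neighbours from 0 to 1. The MYH6 change ran from -0.080 to 0.27, and shifts from -0.045 to 0.067 for ion channels, -0.20 to 0.030 for miR-499 targets, -0.057 to 0.10 for oxidative phosphorylation and -0.28 to 0.078 for TEAD and YAP targets. The highest numbers of called genes and of TEAD genes passing came without MYH7B ASO replicate 1, where 0 neighbours passed. The 1 neighbour passed without scrambled ASO replicate 2 and without MYH7B ASO replicate 4. MYH7B ranged from -2.57 to -1.85 and the log2 MYH7 to MYH6 ratio from -2.11 to -1.42, as values without a test, since splits of 6 libraries cannot reach 0.05.

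Without a filter on low values, 43 genes were called, 3 higher and 40 lower. Sample weights gave 380 genes, 46 higher and 334 lower. Without the intensity trend 125 genes were called, 8 higher and 117 lower. Quantile normalization gave 32 higher and 121 lower, a lower share of 79.1% against 90.0%, and the cause was not tested. Over protein-coding nuclear genes 255 were called, 45 higher and 210 lower, and ion channels moved to -0.0030. The interferon list no longer passed with mitochondrially encoded genes removed, over protein-coding nuclear genes or without scrambled ASO replicate 2, and the fibroblast and matrix list no longer passed under the replicate block by description number or without scrambled ASO replicate 3. The p53 list passed under both blocks and without MYH7B ASO replicate 2, MYH7B ASO replicate 4 or scrambled ASO replicate 3. It did not pass without MYH7B ASO replicate 1, with or without the block by title number. Median-ratio rescaling left 0 neighbours passing. Over the 6 libraries with median-ratio rescaling, 302 genes were called (55 higher, 247 lower), 2 TEAD genes and 0 neighbours passed, and miR-499 targets moved to 0.033. With fry in place of camera 0 lists passed. In the authors' deposited table, 763 genes had an adjusted p-value under 0.01 and 252 had one under 0.05 together with an absolute log2 fold change above 1. The cause of these moves was not tested.

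Among single genes and single lists, counted over all alternatives, 434 values kept their direction and their side of the threshold, 151 kept their direction but no longer passed, 19 passed only under the alternative, and 31 reversed. Pseudocounts of 0.1 and 5, a minimum mean of 5 TPM, removal of mitochondrially encoded genes, robust variance estimates and a minimum absolute log2 fold change of 1 each kept the number of called genes between 149 and 179. A count test was not run, since TPM does not give back counts. Rescaling between libraries cannot move the MYH7 to MYH6 ratio and says nothing about its stability. The unknown depth of each library limits what can be said of genes listed at 0.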

Other observations

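Tests of the row order, of the column sum and of the library set behind the authors' table were chosen only after their results were seen. The splits of the libraries and the tests on intron length and gene lists were set out before their results were computed, but intron length was taken up after the pattern had been noticed in these data.

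The real split of the libraries stood apart from other splits in the number of called genes. Of the 35 splits of 7 libraries into 3 and 4, 1 gave as many called genes as the real one, the real one itself, and the most in any other split was 5. Among the 8 splits that part all 3 same-numbered pairs, 1 gave as many, again the real one, but 8 splits cannot give a share under 0.05. The remaining splits keep at least 1 same-numbered pair together. Over the 6 libraries without replicate 1, 1 of 10 splits gave as many, with at most 1 call in another, and 10 splits cannot give a share under 0.05 either. For TEAD genes passing over all genes, 1 of the 35 splits gave as many. For neighbours of MYH7B, 4 of the 35 splits gave as many, so the result for ACSS2 cannot be told apart from chance.

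Genes with long introns fell with the MYH7B ASO. Among 12984 protein-coding nuclear genes, the 1298 with the longest introns (at least 161.7 kb of annotated intron in all) had a median log2 fold change of -0.40, against -0.0034 for the rest. When the genes were ordered by intronic length in 10 groups, the median fell at each step, from 0.21 in the shortest to -0.40 in the longest. Of 141 protein-coding genes called lower, 80 (56.7%) were among those 1298, against 0 of 17 called higher. The median intronic length was 214 kb for genes called lower, 27.7 kb for all and 7.34 kb for genes called higher. The first of these lay above the medians of 100% of 10000 random lists matched on mean expression. Set against the scrambled ASO libraries, the difference between long-intron genes and the rest was -0.46, -0.45, -0.39 and -0.36 in MYH7B ASO replicates 1 to 4. For each scrambled ASO library set against the other two it was 0.05, 0.06 and -0.12.

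Several technical explanations of the fall in long-intron genes were tested. Of the 35 splits, 1 gave as low a difference, the real one, and the lowest of the others was -0.27. With exonic length, GC content and mean expression in the same regression, the coefficient per log10 unit of intronic length was -0.10, against -0.17 alone, so mature transcript length and these properties may account for part of it but not all. Within the middle of 3 groups by GC content the difference was -0.39. Without the reordered replicate 1 it was also -0.39, and in the authors' deposited table it was -0.33. A loss of non-muscle cells could produce such a pattern if their genes had longer introns. Within 65 genes of the sarcomere, calcium handling and ion channel lists the rank correlation of log2 fold change with intronic length was -0.38, but 3 of the 35 splits gave as low a value, so the pattern cannot be told apart from a change in cell composition. Another candidate explanation is cleavage of long precursor RNAs at partial matches of the ASO, since long introns offer more sites. The 5th percentile of log2 fold change differed by -0.76 between the long-intron genes and the rest, a larger gap than between the medians. The 95th percentile also differed by -0.34, so both tails moved down, the lower one further. These values cannot separate off-target cleavage from a response to MYH7B loss, and the ASO sequence was not used here. The pattern is therefore offered as a hypothesis, and a second ASO against MYH7B with another sequence would separate these explanations.

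The number of gene lists that passed did not depend on the real grouping: 16 of the 35 splits passed at least as many lists in camera, with a median of 3 and a maximum of 7 in the other splits. For single lists, 3 of the 35 splits gave as low a median for fibroblast and matrix genes and 4 for sarcomere genes, so library differences unrelated to the ASO may explain both. For calcium handling genes 1 of the 35 splits gave as low a shift, and for interferon response genes 1 gave as high a shift, in each case the real one. These counts for the 4 lists take the observed direction only and are not adjusted for the number of lists. After the relation with intronic length was subtracted, the list median relative to other protein-coding genes was -0.55 for fibroblast and matrix genes, -0.45 for sarcomere genes, -0.33 for calcium handling genes and 0.13 for interferon response genes. Whether these remainders differ from zero was not tested.

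The values of MYH7B ASO replicate 1 did not follow the gene identifiers beside them in the deposited table. A column filled in the order of GENCODE 29 fits the median correlation of 0.955 with the other 6 libraries after reordering, against 0.408 before. The column sums to 1000000, as every deposited column does. This argues against raw counts but cannot tell TPM from another unit scaled to the same sum. The fold changes in the authors' deposited table had a Spearman correlation of 0.995 across genes with the fit that left out this library, against 0.899 with all 7 libraries and 0.809, 0.857 and 0.827 when MYH7B ASO replicate 2, 3 or 4 was left out. This is consistent with a deposited comparison made without replicate 1, and no label states which libraries entered it.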
